# miRNA profiling in intrauterine exosomes of pregnant cattle on day 7

**DOI:** 10.3389/fvets.2022.1078394

**Published:** 2022-12-20

**Authors:** Yaying Zhai, Qiaoting Shi, Qiuxia Chu, Fuying Chen, Yajie Feng, Zijing Zhang, Xinglei Qi, Danny Arends, Gudrun A. Brockmann, Eryao Wang, Shijie Lyu

**Keywords:** bovine, uterine flushing, receptive endometrium, apoptosis, proliferation

## Abstract

Intrauterine exosomes have been identified to be involved in the embryo development and implantation. The aim of this study was to explore the role of miRNAs in intrauterine exosomes in bovine pregnancy. Intrauterine exosomes were collected from uterine flushing fluids of three donor and three recipient Xianan cows 7 days after fertilization. Intrauterine exosomes miRNAs were extracted and the exosomal miRNAs expression levels were analyzed. Sixty miRNAs differed significantly in their amounts between donors and recipients (*p-value* < 0.05, |log2(FoldChange)| > 1). Twenty-two miRNAs were upregulated and 38 downregulated in the group of donor cows. The bta-miR-184 was the most significant (*P*_Benjamini-Hochberg_ < 0.001). A total of 9,775 target genes were predicted using the 60 miRNAs. GO and KEGG analysis showed that the target genes were enriched in several biological processes or pathways associated with embryo implantation and endometrial development, such as cell adhesion, cell junction, focal adhesion, and Rap1 signaling pathway. Our findings suggest that, in cattle early pregnancy stage, these differently expressed miRNAs in intrauterine exosomes involved in embryo implantation and endometrial development, which may exert a significant effect and influence the uterine microenvironment for embryo implantation. These results could provide reference for screening and exploring the intrauterine exosomal miRNA affecting embryo implantation.

## Introduction

Low conception rate is a problem which significantly reduces the economic benefits of cattle industry. It is reported that more than 50% embryo loss occurs during the first week of pregnancy (1). The establishment of pregnancy requires not only the normal development of the embryo itself but also a favorable environment for embryo implantation (2). During the implantation stage of bovine embryos, uterine fluid supports embryonic development and survival (3). To enlighten potential causes for bovine low conception rate, it is necessary to better understand the interaction between the early embryo and the uterine fluid.

Exosomes are 50–150 nm extracellular vesicles secreted by various cell types. They are a media for intercellular communication (4, 5). They contain nucleic acids, proteins, and lipids, and play an important role in adhesion, proliferation, apoptosis, inflammation, and immune response in recipient cells (6, 7). Growing evidence has shown that exosomes are important for the establishment of pregnancy *via* affecting oogenesis, oocyte maturation and fertilization, embryo-maternal cross talk, and embryo implantation (7, 8).

In uterine flushing fluids (UFs), exosomes have been identified and found to be involved in the embryo development and implantation as well (9, 10). In sheep, endometrial exosomes regulate the secretion of interferon tau (IFNT), a pregnancy recognition signal in ruminants (11). In cattle, treatment of endometrial epithelial cells with exosomes isolated from the UFs of pregnant cattle at day 17 increased the expression of apoptosis-related genes and IFNT-stimulated genes (10, 12). Exosomes are particularly enriched in miRNAs, which can regulate the translation of mRNA to protein in the recipient cells. Thereby, exosomes with their content are most likely factors influencing the establishment of pregnancy (13). For example, in humans, miR-30d from exosomes in the uterine lumen is increased during the window of implantation. Mouse *in vitro* experiments showed that exosome-associated miR-30d was taken up by the trophectoderm of blastocysts and which contributed to increase trophectoderm adhesion (14). In goats, exosomal miRNAs in UFs were found to be required for uterine receptivity and embryo implantation (15).

After fertilization, the bovine morula enters the uterus on days 4–5 where it forms a blastocyst by day 7. We hypothesize that miRNAs of exosomes in the intrauterine fluid between day 5 and 7 after fertilization might be required for the establishment of a favorable uterus environment for the embryo implantation on day 7. Therefore, we aim to explore potential functions of miRNAs in intrauterine exosomes for the implantation of bovine embryos. In this study, the diversity and amounts of miRNAs in the exosomes of intrauterine fluids of donor and recipient cows on day 7 after fertilization were investigated. The result of this study could provide reference for screening and exploring the intrauterine exosomal miRNA affecting embryo implantation, and provide the basis for further clarification of intrauterine fluids exosomes in the early pregnancy regulation of cattle.

## 2. Materials and methods

### 2.1. Collection of bovines flushed uterine fluids

All animal procedures in this study were performed in accordance with the guidelines of the Committee for Experimental Animals at Henan Academy of Agricultural Sciences. Ten Xianan cows (a beef cattle breed in China) were selected as donors for synchronous estrus and superovulation. The hormones used for superovulation are follicle-stimulating hormone (FSH) and prostaglandin (PG), which are administered by intramuscular injection. FSH is administered over 4 consecutive days, twice daily in decreasing doses. Over the 4 days, FSH is administered every 12 h, at 7 am and 7 pm. The treatment protocol is as follows: day 1, 70 mg every 12 h; day 2, 50 mg every 12 h; day 3, 30 mg every 12 h; day 4, 20 mg every 12 h. At 7 pm on day 3 of FSH treatment, 0.1 mg PG was injected and repeated 12 h later. Estrus can be expected 36–48 h later. The artificial insemination was performed after superovulation. Another 23 Xianan cows were selected as recipients for synchronous estrus. On the 7th day after artificial insemination of donors, 100 ml bovine UFs were collected by uterine flushing using sterile Gibco Minimum Essential Media with 0.7% 200 mM Tris buffer (pH = 7.2). Three donor cows with well-developed blastocysts were used for further analysis (Table 1). Three recipient cows having similar body weight and age were selected as matched controls. All UF samples were stored at −80°C until further analysis.

**Table 1:** The information of the donor and recipient cows.

**Individual**	**Age (year)**	**Body weight (kg)**	**Number of blastocysts obtained**
Donor cow No.1	4	602	4
Donor cow No.2	3	486	2
Donor cow No.3	6	658	4
Recipient cow No. 1	4	530	–
Recipient cow No. 2	4	482	–
Recipient cow No. 3	6	610	–

### 2.2. Isolation of exosomes from uterine flushing fluids

Each UF sample was thawn at 37°C and centrifuged at 2,000 g for 30 min at 4°C. The supernatant was collected and then centrifuged at 12,000 g for 45 min at 4°C. After filtering through a 0.45 μm filter (Millipore, USA), the resulting supernatant was centrifuged at 110,000 g for 70 min at 4°C (Hitachi CP100MX, Japan). The pellet was suspended in 10 ml pre-cooling PBS and centrifuged at 110,000 g for 70 min at 4°C again. Finally, the pellet was resuspended in pre-cooling 50 μL PBS and stored at −80°C until use.

### 2.3. Nanoparticle tracking analysis and transmission electron microscopy

Nanoparticle tracking analysis (NTA) was performed for all samples by ZetaView S/N 17-310 (Particle metrix, Germany). One sample was randomly selected to detect the morphology using transmission electron microscopy (TEM). For this sample, a 10 μL aliquot was placed on a carbon-coated copper grid for 1 min and stained with a drop of 2% phosphotungstic acid for 1 min. After blotting off the excess liquid using filter paper, the grids were dried for 15 min at room temperature. Micrographs were then observed using a transmission electron microscope (Hitachi HT-7700, Japan).

### 2.4. Small RNA library construction

Total RNA in exosomes from uterine flushing fluids was extracted using the miRNeasy Serum/Plasma Kit (Qiagen, Germany) according to the manufacturer's instructions. The integrity and concentration were determined by the Agilent 2100 Bioanalyzer (Agilent Technology, USA). A total of 10 ng total RNA was used to construct the small RNA library using the TruSeq Small RNA Sample Prep Kits (Illumina, USA). In brief, adapters were ligated to both ends of the total RNA. Complementary DNA (cDNA) was then synthesized through reverse transcribe. Pieces between 147 and 157 bp were collected to construct a small RNA library. Agilent Technologies 2100 Bioanalyze was used to check the size and purity of the library. Finally, the library was sorted using the Illumina HiSeq X Ten platform. In the end, 150 bp paired-end reads were generated. Small RNA sequencing and analysis were performed by OE biotech (Shanghai, China). Data are available from the GEO database GSE216746.

### 2.5. Bioinformatics analysis

Clean reads were obtained by removing reads with low quality, 5' primer contaminants and poly (A). Reads without 3' adapter, insert tag, shorter than 15 nt and longer than 41 nt were also filtered. Q20 quality control was performed on the sequence to remove low quality reads where Q20 did not reach 80%. The length distribution of the clean reads in the reference genome (ARS-UCD 1.2) was determined. Non-coding RNAs consisting of rRNAs, tRNAs, small nuclear RNAs, and small nucleolar RNAs were aligned and then subjected to the BLAST search against Rfam v.10.1 (16). The known miRNAs were annotated by aligning against the miRBase v.21 database (17). Unannotated small RNAs were analyzed by miRdeep2 to predict novel miRNAs (18).

MiRNA expression levels were estimated by TPM (transcript per million). Differential expression analysis between two groups was conducted using the “DESeq” package in R (19). *P*-values were corrected for multiple testing using the Benjamini-Hochberg method (P_BH_). The miRNAs with *p*-value < 0.05 and |log_2_FoldChange|>1 were considered as significantly differentially expressed miRNAs. Prediction of the target genes for the identified differentially expressed miRNAs was performed using the miRanda program (20) with the parameter of S ≥ 150, ΔG ≤ −30 kcal/mol and demand strict 5' seed pairing. Gene Ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of these predicted target genes were performed using R based on the hypergeometric distribution (21). The false discovery rate of 0.05 and ListHits of five were set as the selection threshold for GO and KEGG analyses.

## 3. Results

### 3.1. Exosome isolation and characterization

The isolated exosomes from uterine flushing fluids were identified by NTA and TEM. The isolated vesicles have a classic exosome size. On average, the most widely distributed particle diameter of the six samples was 126.9 nm (Figure 1A). The result of TEM showed that the vesicles were bowl- shaped, which have the classic exosome morphology (Figure 1B).

**Figure 1:**
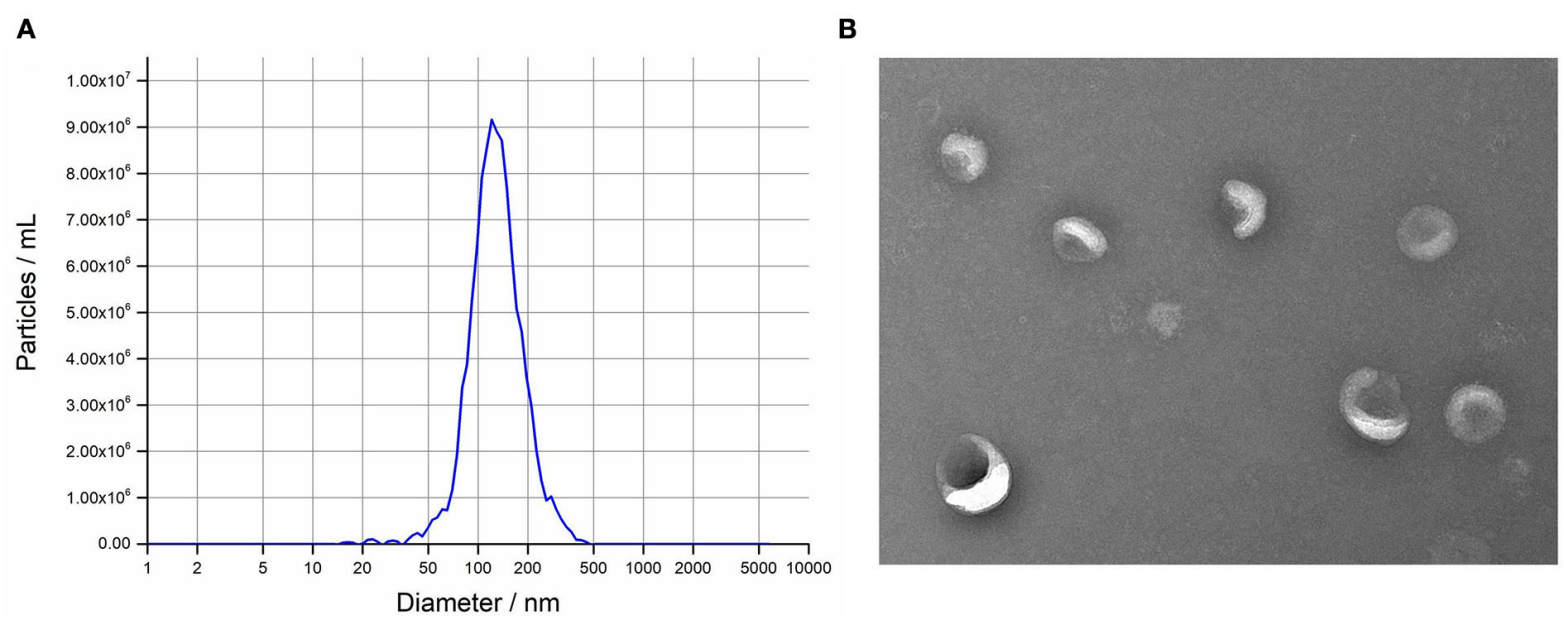
Isolation and characterization of intrauterine exosomes. **(A)** Transmission electron microscopy images showed that the isolated vesicles were oval or bowl-shaped. Scale bar, 200 nm. **(B)** Nanoparticle tracking analysis results demonstrated that the particle size distribution was in exosome-enriched fractions.

### 3.2. Differential miRNA expression analysis

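Small RNA from exosomes of uterine flushing fluid was sequenced for 3 donor cows and 3 recipient cows, all flushed on day 7, with 1 library per cow. The donors had been superovulated and inseminated and carried blastocysts. The recipients had been synchronized only. The authors aligned reads of the lengths they kept to miRBase and named the known miRNAs from it, and predicted further miRNAs with miRdeep2 from reads that matched no annotation. They deposited the number of reads on each miRNA in each cow, without normalization. These reads came to 1365169, 506846 and 229590 in donor cows 1, 2 and 3, and to 753354, 316260 and 546535 in recipient cows 1, 2 and 3, so the largest library held 5.95 times the reads of the smallest. At these depths 3 reads, the most that a count of 0 allows, correspond to between 2.20 and 13.1 CPM (counts as a share of the library total, scaled to the same sum in every library). Such limits cover counting error only, since the methods describe no molecular identifiers. Counts were compared between donors and recipients with edgeR's quasi-likelihood test after TMM normalization, which scales each library by its total and by a factor for its composition. Every miRNA with at least 1 read in any library was tested, and no filter on low counts was used. The biological coefficient of variation common to all miRNAs, which describes the spread between cows of one group, was 125%. The thresholds were those of the paper, an unadjusted p of 0.05 and an absolute log2 fold change of 1. Choices that could change the numbers are the normalization, the filter on low counts, the test and whether the cows are treated as matched pairs.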

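The deposited counts listed 895 miRNAs, of which 446 were known and 449 were predicted, and each had at least 1 read in the 6 libraries together. Their sequences were 18 to 27 nt long, with a median of 22 nt for the known and 19 nt for the predicted miRNAs. Each library held only a part of the list. The number detected per cow was 559 ± 140 (SD, n = 3) in donors, with a median of 583, and 527.3 ± 90.1 (SD, n = 3) in recipients, with a median of 562. The groups did not differ in this number (two-sided exact permutation test, p = 0.80, where 0.1 is the smallest p that 3 cows against 3 allow). With all libraries drawn down to the 229590 reads of the smallest, the means were 476 ± 58.7 (SD, n = 3) and 456 ± 53.8 (SD, n = 3). Only 235 miRNAs had reads in all 6 libraries, and 154 had reads in 1 library alone. The reads were sparse for many of them, since the median over miRNAs was 26 reads summed over all cows and 355 miRNAs stayed under 10 reads in every cow. Requiring at least 10 reads in at least 1 library left 540 miRNAs, and requiring reads in all 3 cows of a group left 382. Predicted miRNAs took 1.31% ± 0.344 (SD, n = 3) of the reads in donors and 1.47% ± 0.713 (SD, n = 3) in recipients, a difference smaller than the spread between cows. The 10 most abundant miRNAs took 67.2% ± 2.92 (SD, n = 3) of the reads in donors and 70.5% ± 3.41 (SD, n = 3) in recipients (two-sided exact permutation test, p = 0.2).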

A total of 895 unique miRNAs were differentially expressed between the donor and recipient cows. Among them, 60 miRNAs were significantly differentially expressed (*p-*value<0.05, |log_2_FoldChange|>1) (Figure 2). 

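Among the 895 miRNAs, 74 passed both thresholds in edgeR's quasi-likelihood test, 25 of them higher and 49 lower in donor cows. DESeq2's Wald test with its default settings called 60, of which 22 were higher and 38 lower, and 44 of the 60 were among the 74. The 9 other splits of the 6 cows into 3 and 3 gave from 45 to 129 miRNAs past both thresholds in edgeR's test. The exact test after the DESeq package moved the number most, to 3 miRNAs. A filter for at least 10 reads in at least 3 libraries left 289 miRNAs and 12 calls, 7 higher and 5 lower in donors. With same-numbered cows treated as pairs, edgeR's test called 17 miRNAs, 9 higher and 8 lower in donors. After Benjamini-Hochberg adjustment over all miRNAs, 2 kept an adjusted p under 0.05 in edgeR's quasi-likelihood test.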

Twenty-two miRNAs were upregulated and 38 miRNAs downregulated in the group of donor cows (Table 2). 

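All 60 miRNAs of Table 2 had the paper's direction in edgeR's quasi-likelihood test, and 44 passed both thresholds there, 13 of the upregulated and 31 of the downregulated ones. The 22 upregulated miRNAs comprised 16 known and 6 predicted miRNAs, with a median of 68 reads each over all 6 libraries. In 15 of the 22, every donor cow had a higher normalized count than every recipient cow. The 38 downregulated miRNAs comprised 3 known and 35 predicted miRNAs, with a median of 37.5 reads each. The groups did not overlap in 8 of these 38. The 60 miRNAs were selected on the same counts, so these numbers are not set against chance, which gives 10% for 3 cows against 3 in either direction without selection. The number of reads behind them differed between the recipient cows. Recipient cow 2 held 1169 reads of the 38 miRNAs, against 157 in recipient cow 1 and 68 in recipient cow 3, and the donor cows held 49, 11 and 4. For 34 of the 38, recipient cow 2 held at least 80% of the TMM-normalized counts, and all donors were at or under 3 reads for 35. Of the 22 upregulated miRNAs, 6 had at least 80% of their normalized counts in a single donor cow, and 12 had no recipient above 3 reads.

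**Figure D1:**
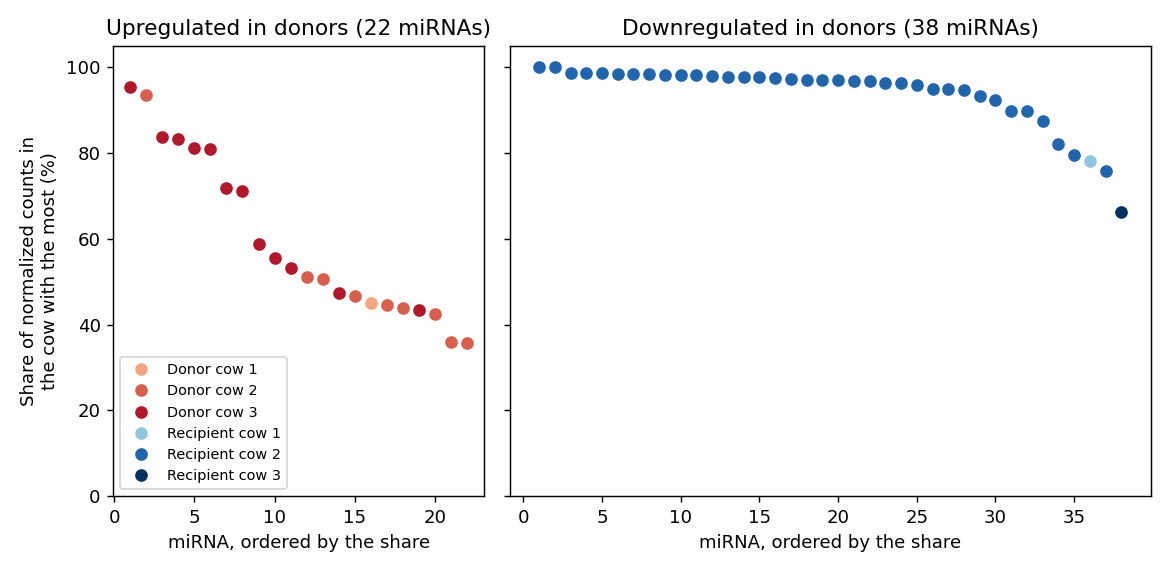
For each miRNA of Table 2, the vertical axis gives the percent of its TMM-normalized counts found in the cow with the most, coloured by that cow, and the horizontal axis orders the miRNAs by this share. Recipient cow 2 is the highest cow for 36 of the 38 downregulated miRNAs, while donor cow 3 is the highest for 12 and donor cow 2 for 9 of the 22 upregulated ones.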

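The miRNAs of Table 2 with the largest fold changes had few reads, and in each the opposite group was at or under 3 reads in every cow, so their fold changes are given as lower bounds against 3 reads. The predicted novel352_mature, 19 nt long, had 4, 58 and 0 reads in recipient cows 1, 2 and 3 and none in donors, at least 10.7-fold lower in donors. It shares 18 nt with novel55_mature, which had 27, 125 and 32 reads in recipients and 2, 35 and 0 in donors, so that reads could have been split between them. The known bta-miR-1388-3p (ATCTCAGGTTTGTCAGCCCGCA) had 38 reads in recipient cow 2 and none elsewhere, at least 6.82-fold lower in donors. Its gene lies between UCKL1 and DNAJC5 in the RefSeq annotation of ARS-UCD2.0, a later assembly than the one the authors used. For bta-miR-211 (TTCCCTTTGTCATCCTTTGCC), whose gene overlaps TRPM1 in that annotation, donor cows 1 and 2 had 13 and 76 reads, and donor cow 3 and all recipients had none, at least 6.67-fold higher in donors. It shares 16 nt with bta-miR-204, which had 762, 801 and 74 reads in donors and 88, 2 and 297 in recipients. bta-miR-1224 (GTGAGGACTCGGGAGGTGGAG), whose gene overlaps VWA5B2, had 1, 27 and 0 reads in recipients and none in donors, at least 4.91-fold lower in donors. bta-miR-2904 (GGGAGCCTCGGTTGGCCTC) had 1, 8 and 15 reads in donors and none in recipients, at least 4.27-fold higher in donors. No gene of its name was found in that annotation, and its sequence was not compared with ribosomal RNA of cattle. The predicted novel548_mature, novel530_mature, novel275_star, novel190_mature and novel170_mature had 31, 45, 24, 39 and 38 reads in recipient cow 2, at most 2 in recipient cow 1 or 3 and at most 1 in any donor, which made them at least 5.57, 8.20, 4.44, 7.14 and 6.88-fold lower in donors. These bounds use the mean of the 3 cows of a group and rest mainly on 1 cow each. They are not confidence limits, since the error of that mean is left out and 3 reads is the limit for a count of 0 only. Without recipient cow 2, none of the 8 that were lower in donors was past the thresholds in edgeR's test, 2 of them had no read left, and the other recipients had at most 4 reads of each. bta-miR-211 was not past them without donor cow 2, nor bta-miR-2904 without donor cow 3. The smallest adjusted p among these miRNAs was 0.22 for novel352_mature and that of each other one was 0.46 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).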

The top 10 differentially expressed miRNAs were novel352_mature, bta-miR-1388-3p, bta-miR-211, novel548_mature, novel530_mature, bta-miR-1224, novel275_star, novel190_mature, novel170_mature, bta-miR-2904.

**Figure 2:**
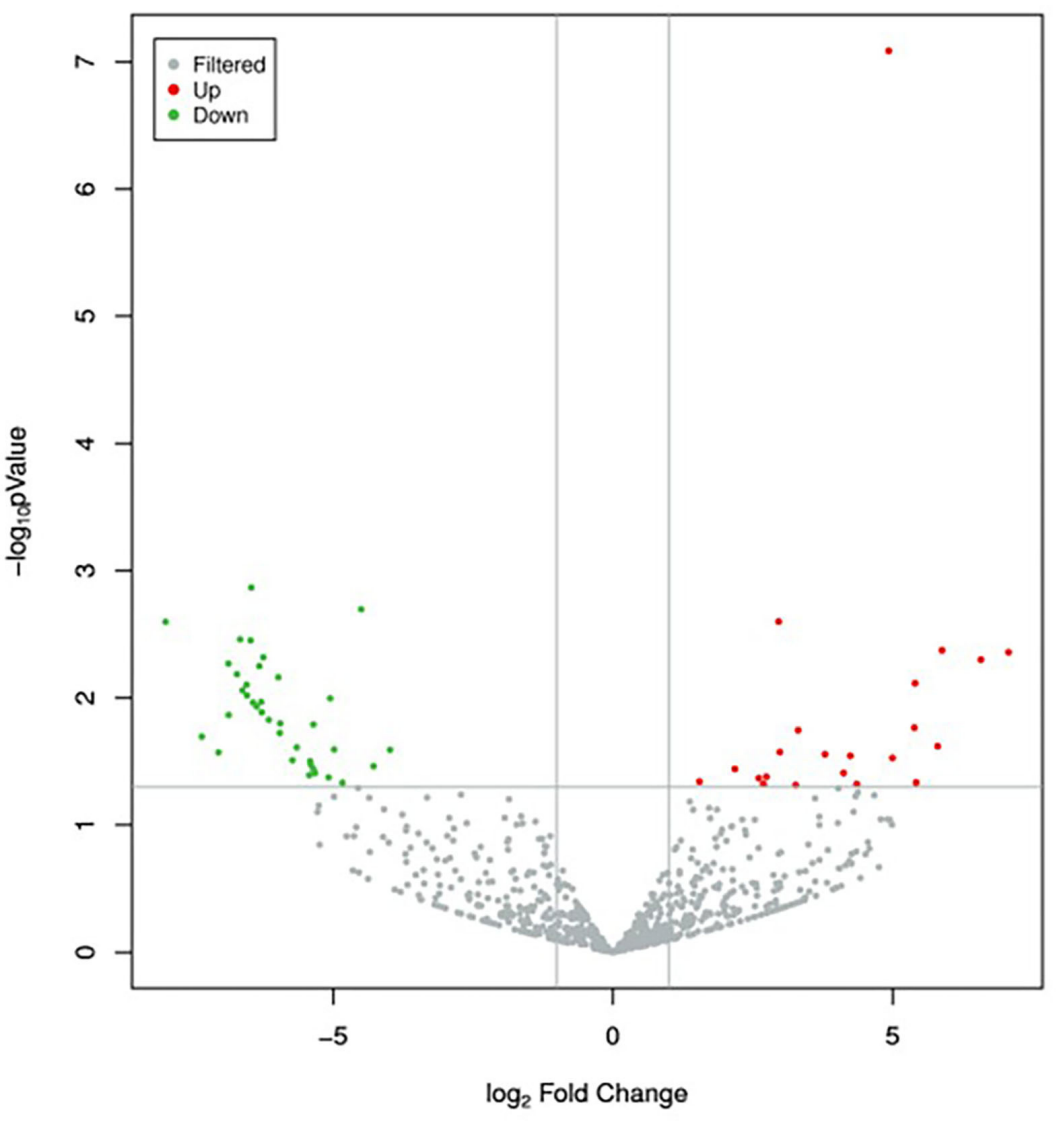
Volcano plot of differentially expressed miRNAs between the two groups. Red dots and green dots denote miRNAs were up-regulated and down-regulated in the group of donor cows, respectively. The significance cut-off was set to a *p*-value of 0.05 and |log_2_FoldChange|of 1.

**Table 2:** Significantly differentially expressed miRNAs in intrauterine exosomes between the donor and recipient cows on 7 days after fertilization (donor group vs. recipient group).

**miRNA_ID**	**|log2 FoldChang|**	***P*-value**	**P_BH_**	**Regulation**
bta-miR-184	4.931	<0.001	<0.001	Up
bta-miR-660	2.964	0.003	0.382	Up
bta-miR-211	7.074	0.004	0.382	Up
bta-miR-2285bc	5.885	0.004	0.382	Up
bta-miR-2904	6.575	0.005	0.382	Up
novel399_mature	5.402	0.008	0.408	Up
novel490_mature	5.387	0.017	0.503	Up
bta-miR-129-5p	3.313	0.018	0.510	Up
novel527_mature	5.805	0.024	0.606	Up
bta-miR-10225b	2.987	0.027	0.606	Up
bta-miR-154c	3.791	0.028	0.610	Up
novel459_mature	4.244	0.029	0.614	Up
bta-miR-191b	4.998	0.030	0.621	Up
bta-miR-504	2.179	0.036	0.664	Up
bta-miR-365-5p	4.124	0.039	0.686	Up
bta-miR-2387	2.746	0.042	0.698	Up
novel288_mature	2.611	0.043	0.698	Up
bta-miR-2285q	5.418	0.046	0.711	Up
bta-miR-200b	1.549	0.046	0.711	Up
novel30_mature	4.359	0.048	0.711	Up
bta-miR-1306	3.269	0.048	0.711	Up
bta-miR-885	2.692	0.048	0.711	Up
novel439_mature	6.457	0.001	0.382	Down
novel142_mature	4.494	0.002	0.382	Down
novel352_mature	7.989	0.003	0.382	Down
novel190_mature	6.66	0.003	0.382	Down
novel145_mature	6.472	0.004	0.382	Down
novel530_mature	6.866	0.005	0.382	Down
novel159_mature	6.245	0.005	0.382	Down
novel504_mature	6.315	0.006	0.382	Down
novel275_star	6.714	0.007	0.405	Down
novel425_mature	5.975	0.007	0.405	Down
novel165_mature	6.545	0.008	0.408	Down
novel170_mature	6.614	0.009	0.427	Down
novel138_mature	6.536	0.010	0.430	Down
novel484_mature	5.049	0.010	0.430	Down
novel473_mature	6.427	0.011	0.430	Down
novel471_mature	6.283	0.011	0.430	Down
novel71_mature	6.365	0.012	0.430	Down
novel155_mature	6.361	0.012	0.430	Down
novel406_mature	6.272	0.013	0.457	Down
bta-miR-1224	6.863	0.014	0.462	Down
novel513_mature	6.144	0.015	0.485	Down
novel180_mature	5.941	0.016	0.491	Down
novel317_mature	5.35	0.016	0.491	Down
novel378_mature	5.949	0.019	0.519	Down
bta-miR-1388-3p	7.343	0.020	0.538	Down
novel577_mature	5.645	0.025	0.606	Down
novel318_mature	4.978	0.025	0.606	Down
novel311_mature	3.978	0.026	0.606	Down
novel548_mature	7.047	0.027	0.606	Down
novel150_mature	5.723	0.031	0.630	Down
novel259_mature	5.408	0.032	0.630	Down
novel408_mature	5.391	0.034	0.660	Down
novel186_mature	4.273	0.034	0.660	Down
novel110_mature	5.351	0.036	0.664	Down
novel526_mature	5.321	0.039	0.686	Down
novel119_mature	5.423	0.040	0.698	Down
bta-miR-1343-5p	5.077	0.042	0.698	Down
novel405_mature	4.828	0.046	0.711	Down

### 3.3. GO enrichment and KEGG pathway analyses of predicted target genes of the differentially expressed miRNAs

Target genes of the differentially expressed miRNAs were predicted using the miRanda program. Subsequently, GO enrichment analysis was performed to explore the potential functions of these target genes, which was used to infer the function of the differentially expressed miRNAs. The GO analysis results were assigned to biological processes (BP), cellular component (CC), and molecular function (MF).

Among the 60 differentially expressed miRNAs, 55 miRNAs were available to predict 9775 non-repeating target genes. 1568, 299, and 476 GO terms that were significant for BP, CC, and MF, respectively. Based on the top 30 GO terms (Figure 3), the GO analysis showed that the target genes were enriched in cell differentiation, cell adhesion, and cell junction. These processes play an important role in embryo implantation (22). For KEGG analysis, eighty-three terms were significant. Some KEGG pathways in the top 20 terms, such as focal adhesion, adherens junction, tight junction, Rap1 signaling pathway and MAPK signaling pathway, were related to embryo implantation and endometrial development (23–27) (Figure 4).

**Figure 3:**
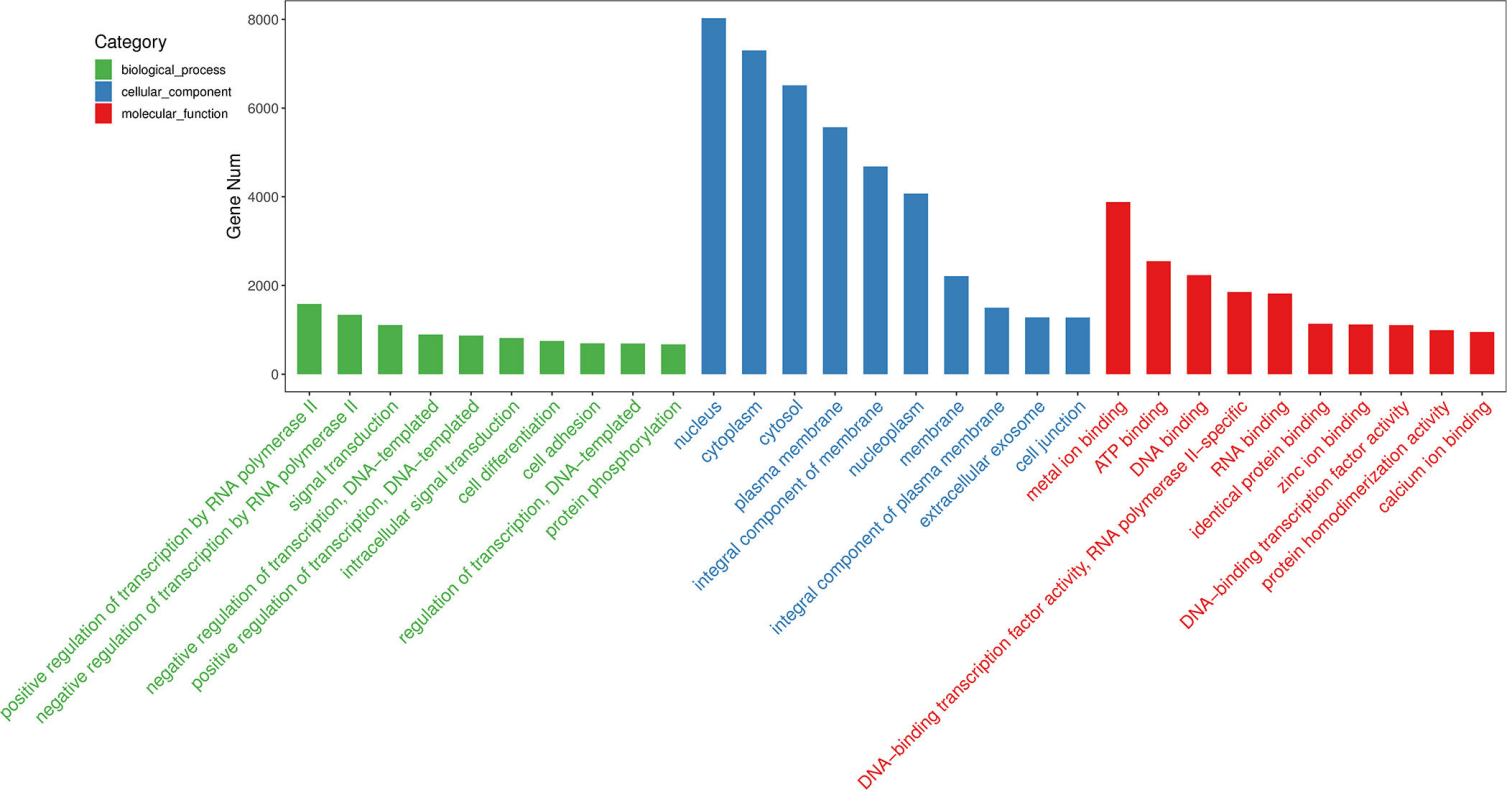
GO analysis of predicted target genes of differentially expressed miRNAs. Top 10 terms of biological process, cellular component, and molecular function were shown.

**Figure 4:**
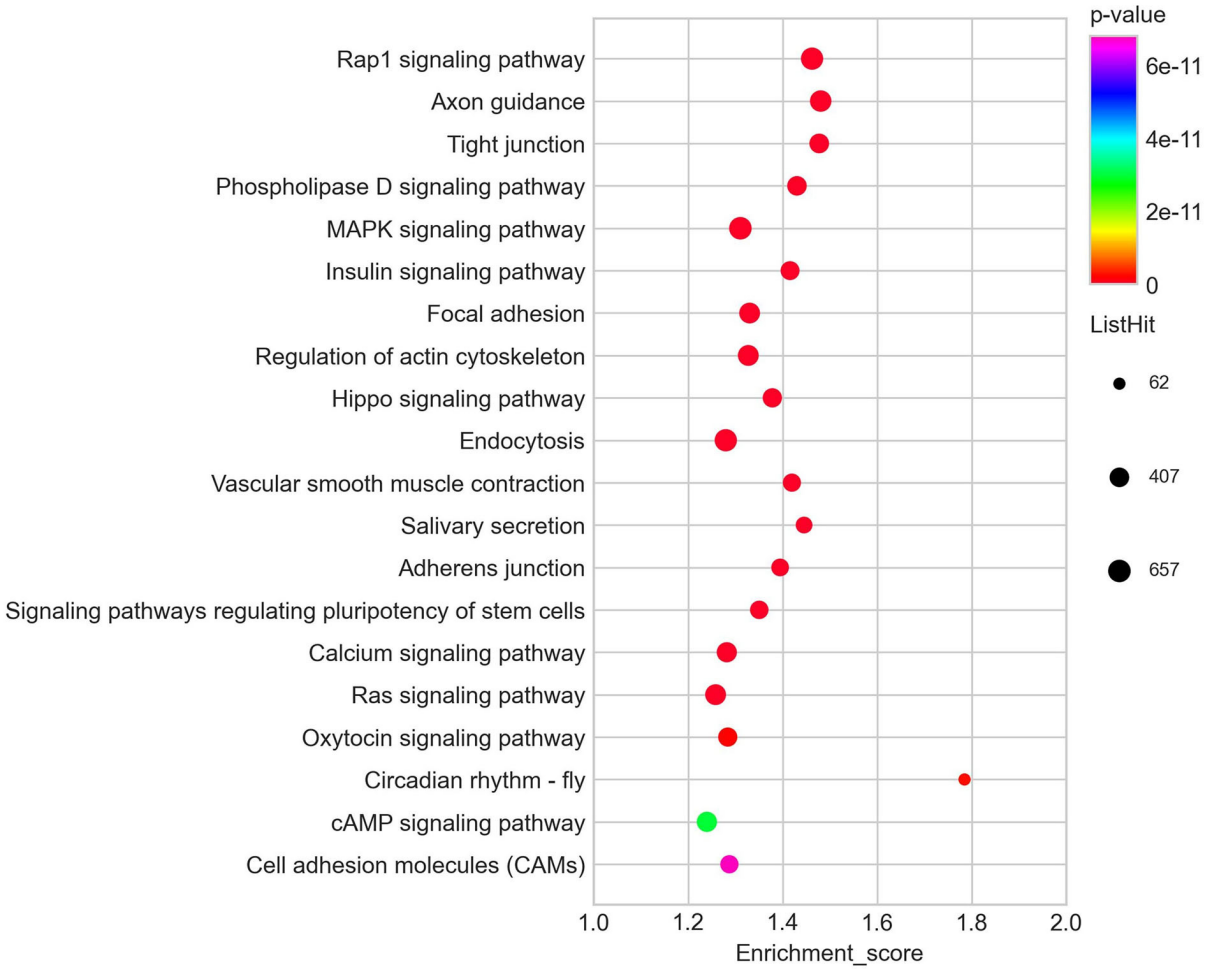
Top 20 KEGG pathways of predicted target genes of differentially expressed miRNAs.

## 4. Discussion

In the current study, miRNA expression profiles in intrauterine exosomes of donor and recipient cows on day 7 after fertilization were characterized. A total of 60 differentially expressed miRNAs were found. GO and KEGG analysis showed that the target genes of these miRNAs were mainly enriched in several biological processes or pathways associated with embryo implantation and endometrial development. These results demonstrated that the miRNAs in intrauterine exosomes could be significantly changed by the embryos on day 7 and might participate in the embryo implantation.

Embryo implantation is a complex process. The miRNA-mRNA regulatory system has been found to play an important role in the successful implantation of embryos (28). In this study, GO analysis showed that the top 30 biological processes were mainly enriched in cell differentiation, cell adhesion and cell junction, which are related to embryo implantation (29–32). For the KEGG analysis, the most significant term is Rap1 signaling pathway. The Rap1 signaling pathway has many important biological functions such as control of cell adhesion, cell junction, and cell proliferation (23, 33, 34). In addition, among the top 20 enriched pathways, some pathways such as MAPK signaling pathway, focal adhesion, adherens junction, and cell adhesion molecules provided more evidence that the differentially expressed miRNAs identified in this study were involved in the embryo implantation and endometrial development.

It has been reported that some miRNAs in the embryo- and endometrium-derived exosomes affect embryo implantation (15, 35, 36). A recent study, which has a similar research strategy as our study, found nine miRNAs in the UFs were differently expressed between inseminated and non-inseminated Japanese Black cows (37). Nevertheless, no overlapping miRNAs were found between this study and ours. This consequence might be due to the difference in the cattle breeds.

This study demonstrated that the presence of intrauterine exosomes, especially the miRNAs in intrauterine exosomes, played an important role in the early pregnancy in cattle. But the origin of exosomes was not determined. Due to the limitation of sample sources, the sample size of this experiment is small. In order to reduce the experimental error caused by large individual differences, we chose cows with similar weight and age as much as possible. In order to avoid the occurrence of false positives, we used the analysis method of multiple comparisons to analyze the experimental data. In spite of we selected donors and recipients with similar body weight and age, but the influence of individual difference on the results cannot be ruled out, as well as a possible effect stemming from the low sample size used in this study. These issues lead to only one miRNA (bta-miR-184) being significantly differential expressed after multiple testing correction. 

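The count of miRNAs past the thresholds moved with the cows included. With each cow left out in turn, edgeR's quasi-likelihood test called from 31 to 67 miRNAs, and from 13 to 40 of the 60 miRNAs of Table 2 in the paper's direction. Without recipient cow 2, 2 of the 38 downregulated miRNAs of Table 2 were past the thresholds, as were 11 of the 22 upregulated ones. Other cows also moved the downregulated number, which was 31 with all cows, 5 without donor cow 1, 5 without donor cow 2 and 12 without donor cow 3. DESeq2 with its defaults, repeated without each cow as a check chosen after the counts had been seen, called 18 of the 60 without recipient cow 2, and 39 without donor cow 3. The correlation between libraries, as Spearman's rho across the 895 miRNAs, which are not independent replicates, lay between 0.49 and 0.69 within groups and between 0.48 and 0.76 between donors and recipients. The 5 pairs with recipient cow 2 had a median rho of 0.51, and the 10 pairs without it a median of 0.65.

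**Figure D2:**
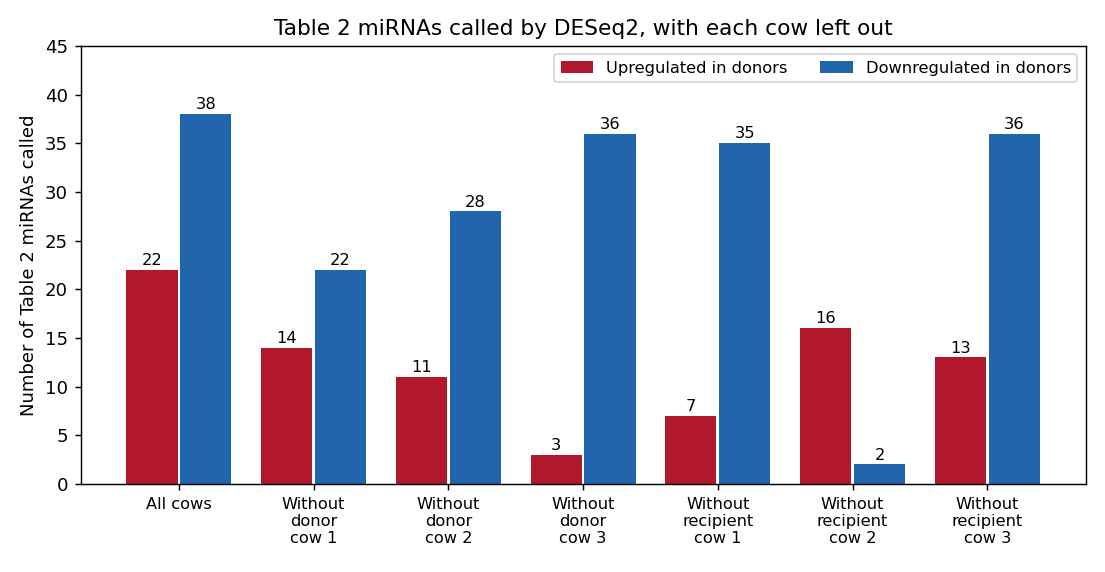
Bars give the number of Table 2 miRNAs called in the paper's direction by DESeq2 with its defaults, upregulated in red and downregulated in blue, over all cows and with each cow left out. The downregulated number falls from 38 to 2 without recipient cow 2, and the upregulated number from 22 to 3 without donor cow 3.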

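The known bta-miR-184 (TGGACGGAGAACTGATAAGGGT, 22 nt) had 28893, 7037 and 5256 reads in donor cows 1, 2 and 3 and 231, 240 and 445 reads in recipient cows 1, 2 and 3. Its gene lies within the long non-coding RNA LOC112443131, between RASGRF1 and ANKRD34C, in the RefSeq annotation of ARS-UCD2.0. TMM-normalized CPM was 19186 ± 7005 (SD, n = 3) in donors and 659 ± 326 (SD, n = 3) in recipients. The log2 fold change was 4.86 (standard error 0.59, adjusted p = 1.87e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every donor cow lay above every recipient cow (two-sided exact permutation test on the normalized counts, p = 0.1, the smallest that 3 cows against 3 allow). Donors were also superovulated and inseminated and recipients were not, so the design does not tie this difference to the embryos alone. With each cow left out in turn, the log2 fold change stayed between 4.52 and 5.26, and the adjusted p from edgeR's quasi-likelihood test did not exceed 3.77e-07. Filters on low counts weakened it more. The adjusted p in the same test was 0.0398 with at least 10 reads in at least 3 libraries and 0.0128 with edgeR's filterByExpr. The log2 fold changes there were 4.88 and 4.92 (standard errors 0.71 and 0.68). The size of the adjusted p thus depends strongly on which other miRNAs are in the fit, and it does not measure the spread between these 6 cows. DESeq2 with its defaults gave an adjusted p of 8.02e-05, and the exact test after the DESeq package gave 1. The other miRNA with an adjusted p under 0.05 in edgeR's test was the predicted novel558_mature, with 7, 18 and 4 reads in donors and 73, 379 and 29 in recipients. Its log2 fold change was -4.90 (standard error 1.12, adjusted p = 0.0056 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Recipient cow 2 held 88.3% of its normalized counts, and its adjusted p in edgeR's test lay between 0.0051 and 0.71 over the 6 fits without 1 cow, under 0.05 in 3 of them. DESeq2 with its defaults gave it no p-value, because its Cook's distance filter removed it with 14 others, and DESeq2 without that filter gave an adjusted p of 0.28. Over the 13 other alternatives that tested it, its adjusted p was under 0.05 in 5, ranged from 0.00065 to 1, and was not given in 1. The paper attributes the single adjusted result to individual differences and to the low sample size.

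**Figure D3:**
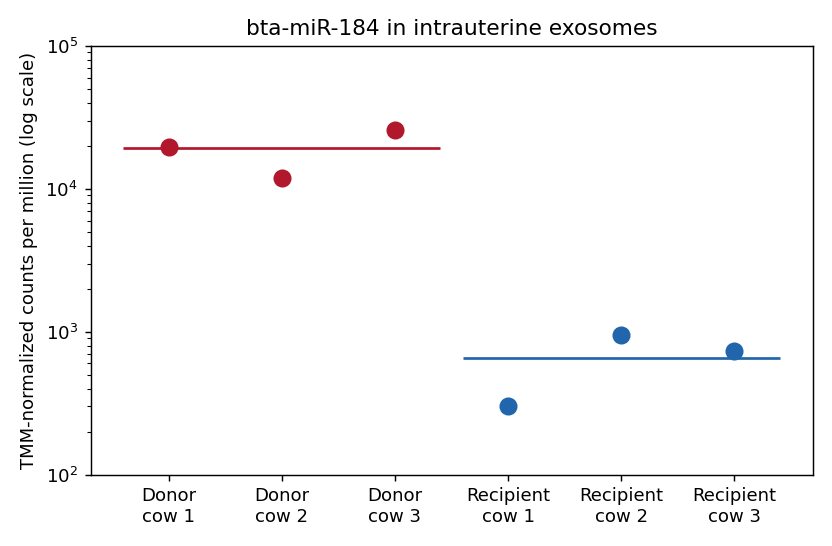
TMM-normalized CPM of bta-miR-184 on a log scale, with 1 point per cow, donors in red and recipients in blue, and a line at each group's mean. Donor cows lie between 11940 and 25922 and recipient cows between 304 and 945.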

The deletion of miR-184 in the process of egg cell expulsion and early embryonic development in drosophila melanogaster can lead to a variety of serious pathologies, which can lead to the loss of egg function. Targeted regulation of these genes by miR-184 may be necessary for oogenesis and early embryo development (38). MiR-184 has been reported to play roles in embryo implantation. In dairy goats, high throughput sequencing results of miRNA in the endometrial receptivity (RE) receptivity (PE) of dairy goats showed that the enrichment of miR-184 and RE was 31 times higher than that of PE (*P* < 0.01) (39), and miR-184 promotes the apoptosis of endometrial epithelial cells by downregulating STC2 *via* the RAS/RAF/MEK/ERK pathway and is involved in the establishment of receptive endometrium (40).

For the differentially expressed miRNAs (*p-*value < 0.05), although the function of them was not verified, the GO and KEGG analysis indicated that they might be involved in the process of embryo implantation in cattle. The impact of these miRNAs on the establishment of pregnancy in cattle warrants further investigations.

## 5. Conclusion

In conclusion, 60 miRNAs showing significant differences in expression were detected by comparing intrauterine exosomes of donor vs. recipient cows on 7 days after fertilization. GO functional enrichment analysis and KEGG signaling pathway analysis showed that these miRNAs were involved in biological processes related to cell adhesion and focal adhesion. This strongly suggests that miRNAs in intrauterine exosomes exert some kind of influence on the early stages of cow pregnancy. Our study provides an experimental basis to screen and explore the intrauterine exosomal miRNA affecting embryo implantation.

## Data availability statement

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found at: GEO, NCBI; GSE216746.

## Ethics statement

The animal study was reviewed and approved by Committee for Experimental Animals at Henan Academy of Agricultural Sciences.

## Author contributions

YZ: methodology, investigation, data curation, and writing–original draft. QS and FC: methodology, data curation, and formal analysis. QC: methodology, investigation, and data curation. YF, ZZ, and XQ: methodology and data curation. DA and GB: formal analysis and writing–review and editing. EW: conceptualization, funding acquisition, resources, supervision, and writing–review and editing. SL: conceptualization, methodology, investigation, data curation, formal analysis, writing–original draft, and writing–review and editing. All authors contributed to the article and approved the submitted version.

## References

[1] WiltbankMCBaezGMGarcia-GuerraAToledoMZMonteiroPLMeloLF. Pivotal periods for pregnancy loss during the first trimester of gestation in lactating dairy cows. Theriogenology. (2016) 86:239–53. 10.1016/j.theriogenology.2016.04.03727238438

[2] Liao XG LiYLGaoRFGengYQChenXMLiuXQ. Folate deficiency decreases apoptosis of endometrium decidual cells in pregnant mice *via* the mitochondrial pathway. Nutrients. (2015) 7:1916–32. 10.3390/nu703191625781218PMC4377890

[3] SilvaFda SilvaGFVieiraBSNetoALRochaCCLo TurcoEG. Peri-estrus ovarian, uterine, and hormonal variables determine the uterine luminal fluid metabolome in beef heifers. Biol Reprod. (2021) 105:1140–53. 10.1093/biolre/ioab14934350935

[4] KimGBShonO-JSeoM-SChoiYParkWTLeeGW. Mesenchymal stem cell-derived exosomes and their therapeutic potential for osteoarthritis. Biology. (2021) 10:285. 10.3390/biology1004028533915850PMC8066608

[5] TheryC. Exosomes: secreted vesicles and intercellular communications. Biol Rep. (2011) 3:15. 10.3410/B3-1521876726PMC3155154

[6] KalluriRLeBleuVS. The biology, function, and biomedical applications of exosomes. Science. (2020) 367:105247. 10.1126/science.aau697732029601PMC7717626

[7] O'NeilEVBurnsGWSpencerTE. Extracellular vesicles: novel regulators of conceptus-uterine interactions? Theriogenology. (2020) 150:106–12. 10.1016/j.theriogenology.2020.01.08332164992PMC8559595

[8] CapraELange-ConsiglioA. The biological function of extracellular vesicles during fertilization, early embryo-maternal crosstalk and their involvement in reproduction: review and overview. Biomolecules. (2020) 10:1510. 10.3390/biom1011151033158009PMC7693816

[9] BurnsGBrooksKWildungMNavakanitworakulRChristensonLKSpencerTE. Extracellular vesicles in luminal fluid of the ovine uterus. PLoS ONE. (2014) 9:e90913. 10.1371/journal.pone.009091324614226PMC3948691

[10] KusamaKNakamuraKBaiRNagaokaKSakuraiTImakawaK. Intrauterine exosomes are required for bovine conceptus implantation. Biochem Biophys Res Commun. (2018) 495:1370–5. 10.1016/j.bbrc.2017.11.17629196267

[11] Ruiz-GonzalezIXuJWangXBurghardtRCDunlapKABazerFW. Exosomes, endogenous retroviruses and toll-like receptors: pregnancy recognition in ewes. Reproduction. (2015) 149:281–91. 10.1530/REP-14-053825526899

[12] NakamuraKKusamaKBaiRSakuraiTIsuzugawaKGodkinJD. Induction of ifnt-stimulated genes by conceptus-derived exosomes during the attachment period. PLoS ONE. (2016) 11:e0158278. 10.1371/journal.pone.015827827351483PMC4924817

[13] CzernekLDüchlerM. Exosomes as messengers between mother and fetus in pregnancy. Int J Mol Sci. (2020) 21:4264. 10.3390/ijms2112426432549407PMC7352303

[14] VilellaFMoreno-MoyaJMBalaguerNGrassoAHerreroMMartínezS. Hsa-Mir-30d, secreted by the human endometrium, is taken up by the pre-implantation embryo and might modify its transcriptome. Development. (2015) 142:3210–21. 10.1242/dev.12428926395145

[15] XieYLiuGZangXHuQZhouCLiY. Differential expression pattern of goat uterine fluids extracellular vesicles mirnas during peri-implantation. Cells. (2021) 10:2308. 10.3390/cells1009230834571957PMC8470123

[16] Griffiths-JonesSBatemanAMarshallMKhannaAEddySR. Rfam: an RNA family database. Nucleic Acids Res. (2003) 31:439–41. 10.1093/nar/gkg000612520045PMC165453

[17] Griffiths-JonesSSainiHKVan DongenSEnrightAJ. Mirbase: tools for microrna genomics. Nucleic Acids Res. (2008) 36:D154–8. 10.1093/nar/gkm95217991681PMC2238936

[18] FriedlanderMRMackowiak SD LiNChenWRajewskyN. Mirdeep2 accurately identifies known and hundreds of novel microrna genes in seven animal clades. Nucleic Acids Res. (2012) 40:37–52. 10.1093/nar/gkr68821911355PMC3245920

[19] AndersS. Analysing RNA-Seq data with the Deseq package. Mol Biol. (2010) 43:1–17.25337456

[20] EnrightAJJohnBGaulUTuschlTSanderCMarksDS. Microrna targets in *Drosophila*. Genome Biol. (2003) 5:R1. 10.1186/gb-2003-5-1-r114709173PMC395733

[21] KongDChenTZhengXYangTZhangYShaoJ. Comparative profile of exosomal micrornas in postmenopausal women with various bone mineral densities by small RNA sequencing. Genomics. (2021) 113:1514–21. 10.1016/j.ygeno.2021.03.02833785399

[22] AsharyNTiwariAModiD. Embryo implantation: war in times of love. Endocrinology. (2018) 159:1188–98. 10.1210/en.2017-0308229319820

[23] Gaonac'h-LovejoyVBoscherCDelisleCGrattonJP. Rap1 is involved in angiopoietin-1-induced cell-cell junction stabilization and endothelial cell sprouting. Cells. (2020) 9:155. 10.3390/cells901015531936361PMC7016689

[24] AlbayrakIGAzhariFColakENBalciBKUlgenESezermanU. Endometrial gene expression profiling of recurrent implantation failure after *in vitro* fertilization. Mol Biol Rep. (2021) 48:5075–82. 10.1007/s11033-021-06502-x34216338

[25] LuanLDingTStinnettAReeseJPariaBC. Adherens junction proteins in the hamster uterus: their contributions to the success of implantation. Biol Reprod. (2011) 85:996–1004. 10.1095/biolreprod.110.09012621753191PMC3197917

[26] WangXMatsumotoHZhaoXDasSKPariaBC. Embryonic signals direct the formation of tight junctional permeability barrier in the decidualizing stroma during embryo implantation. J Cell Sci. (2004) 117:53–62. 10.1242/jcs.0082614627626

[27] ZhangYYangZWuJ. Signaling pathways and preimplantation development of mammalian embryos. FEBS J. (2007) 274:4349–59. 10.1111/j.1742-4658.2007.05980.x17680809

[28] Salilew-WondimDGebremedhnSHoelkerMTholenEHailayTTesfayeD. The role of micrornas in mammalian fertility: from gametogenesis to embryo implantation. Int J Mol Sci. (2020) 21:585. 10.3390/ijms2102058531963271PMC7014195

[29] WuFMaoDLiuYChenXXuHLiTC. Localization of Mucin 1 in endometrial luminal epithelium and its expression in women with reproductive failure during implantation window. J Mol Histol. (2019) 50:563–72. 10.1007/s10735-019-09848-631555952

[30] PoonCEMadawalaRJDowlandSNMurphyCR. Nectin-3 is increased in the cell junctions of the uterine epithelium at implantation. Reprod Sci. (2016) 23:1580–92. 10.1177/193371911664821627217376

[31] SuR-WJiaBNiHLeiWYueS-LFengX-H. Junctional adhesion molecule 2 mediates the interaction between hatched blastocyst and luminal epithelium: induction by progesterone and Lif. PLoS ONE. (2012) 7:e34325. 10.1371/journal.pone.003432522511936PMC3325240

[32] YeXHerrDRDiaoHRiveraRChunJ. Unique uterine localization and regulation may differentiate Lpa3 from other lysophospholipid receptors for its role in embryo implantation. Fert Ster. (2011) 95:2107–13. 10.1016/j.fertnstert.2011.02.02421411082PMC3084612

[33] BoettnerBVan AelstL. Control of cell adhesion dynamics by Rap1 signaling. Curr Opin Cell Biol. (2009) 21:684–93. 10.1016/j.ceb.2009.06.00419615876PMC2841981

[34] LiQTengYWangJYuMLiYZhengH. Rap1 promotes proliferation and migration of vascular smooth muscle cell *via* the ERK pathway. Pathol Res Pract. (2018) 214:1045–50. 10.1016/j.prp.2018.04.00729789158

[35] KurianNKModiD. Extracellular vesicle mediated embryo-endometrial cross talk during implantation and in pregnancy. J Assist Reprod Genet. (2019) 36:189–98. 10.1007/s10815-018-1343-x30362057PMC6420537

[36] WangXLiQXieTYuanMShengXQiX. Exosomes from bovine endometrial epithelial cells ensure trophoblast cell development by MIR-218 targeting secreted frizzled related protein 2. J Cell Physiol. (2021) 236:4565–79. 10.1002/jcp.3018033230823

[37] KusamaKRashidMBKowsarRMareyMATalukderAKNagaokaK. Day 7 embryos change the proteomics and exosomal micro-rnas content of bovine uterine fluid: involvement of innate immune functions. Front Genet. (2021) 12:676791. 10.3389/fgene.2021.67679134262596PMC8273763

[38] NicolaI. Mir-184 Has Multiple roles in drosophila female germline development. Dev Cell. (2009) 17:123–33. 10.1016/j.devcel.2009.06.00819619497

[39] SongYAnXZhangLFuMPengJHanP. Identification and profiling of micrornas in goat endometrium during embryo implantation. PLoS ONE. (2015) 10:e0122202. 10.1371/journal.pone.012220225886011PMC4401794

[40] CuiJLiuXYangLCheSGuoHHanJ. Mir-184 combined with stc2 promotes endometrial epithelial cell apoptosis in dairy goats *via* Ras/Raf/Mek/Erk pathway. Genes. (2020) 11:1052. 10.3390/genes1109105232906580PMC7565287

How the deposited data were processed for this re-analysis (not part of the article)

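Exosomes were isolated from uterine flushing fluid of 3 donor and 3 recipient Xianan cows on day 7, and 1 small RNA library was sequenced per cow. The authors removed low-quality reads and reads outside their length limits, searched Rfam for other RNA classes, annotated known miRNAs with miRBase and predicted further miRNAs with miRdeep2. Their reference genome was ARS-UCD 1.2. The paper's text does not say how reads matching several miRNAs were counted. The authors deposited whole-number read counts per miRNA and cow, not normalized, with each miRNA's sequence and length. The 6 columns of counts were matched to the cows by their names, and no column of per-sample values was left unused. Each of the 895 rows carried a miRNA name. A row that joins several predictions, of which there were 29, is named here by its last member, as in Table 2.

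From these counts, differences between donors and recipients were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, glmQLFit with robust estimation, a prior count of 0.125 and glmQLFTest. All miRNAs with at least 1 read were tested in 1 model of the 6 libraries without covariates. Benjamini-Hochberg adjustment covered all 895 miRNAs. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. DESeq2 1.42.0 was an alternative, run with its defaults and run on all miRNAs without its independent filtering and Cook's distance filter. The exact negative binomial test of the older DESeq package was written for this work after its published description, because that package was not installed. Gene lists were tested with fry and camera from limma 3.58.1. Comparisons of single values used exact permutation tests in scipy 1.17.1 under Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. With 3 cows in each group the smallest p such a test can give is 0.1.

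The tests were checked on simulated counts, in a single draw per setting. Counts were drawn independently for each miRNA from the means and library sizes of these libraries and edgeR's own estimates of the spread. The calls with no miRNA changed therefore do not measure the error rate in the real libraries, where a cow can deviate in many miRNAs together. With no miRNA changed, edgeR's quasi-likelihood test called 33 of 842 miRNAs (3.92%) past both thresholds and DESeq2 with its defaults called 39. With 192 of 848 miRNAs changed 16-fold, edgeR's test called 81 in the right direction, including 43 of the 51 with a mean over 50 CPM, and made 25 wrong calls. DESeq2 with its defaults called 89 and made 27 wrong calls. The exact test after the DESeq package called 37 and made 4 wrong calls, and with no miRNA changed it called 17.

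Total counts ranged from 229590 to 1365169 per library, and 3 reads, taken as the limit of detection, correspond to between 2.20 and 13.1 CPM. Where every cow of a group had 3 reads or fewer, the fold change is given as a lower bound against 3 reads. Such a bound leaves out the error of the other group's mean and is not a confidence limit. The named miRNAs were bta-miR-184 and the top 10 listed by the paper, the 5 most abundant miRNAs, up to 10 miRNAs with an adjusted p under 0.05, the members of the lists below and miR-30d. Of these, bta-miR-30d had a log2 fold change of 0.51 (standard error 0.48, adjusted p = 0.68 from edgeR's quasi-likelihood test). The 5 most abundant, bta-let-7b, bta-miR-148a, bta-let-7a-5p, bta-miR-21-5p and bta-miR-10a, had adjusted p-values from 0.52 to 0.97 in the same test. Lists of erythrocyte, leukocyte and epithelial miRNAs were fixed before the data were examined, and 3 of 3, 4 of 5 and 5 of 5 members were among the counted miRNAs. A list of 5 muscle miRNAs was written afterwards.

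The alternatives were DESeq2's size factors, TMMwsp factors or total counts in place of TMM, a minimum of 10 reads in 3 libraries, edgeR's filterByExpr, known miRNAs only, no robust estimation, a prior count of 2, both DESeq2 settings, the exact test, the cow's number as a block, and leaving out each cow in turn. The bias-adjusted form of edgeR's test and a term for library size were added after the counts had been seen. The positions of genes relative to each other come from the RefSeq annotation of ARS-UCD2.0, in which the names of 4 of the 5 known miRNAs looked up were found. Libraries were drawn down to the smallest depth 100 times and the mean was taken. For the comparison of GC content, miRNAs with a mean of at least 10 CPM were used, with 20 CPM added before the log2 ratio. Target prediction and the GO and KEGG analyses were not repeated here, nor were the particle sizes and micrographs.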

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

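The erythrocyte, leukocyte and epithelial lists and the comparisons with other splits of the cows were chosen before the results were seen. The choice to look outside Table 2 for groups that do not overlap was made after.

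Outside Table 2, 2 miRNAs passed both thresholds in edgeR's quasi-likelihood test with every donor cow above every recipient cow, and the paper does not discuss them. They were bta-miR-200a, with a log2 fold change of 1.02 (standard error 0.47, adjusted p = 0.51), and bta-miR-200c, with a log2 fold change of 1.33 (standard error 0.54, adjusted p = 0.46, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so neither passed the adjustment. Chance alone gives non-overlapping groups for 10% of miRNAs with 3 cows against 3 where every cow has reads, and 25 of the 235 such miRNAs (10.6%) had them. With each cow left out in turn, the log2 fold change lay between 0.65 and 1.33 for bta-miR-200a and between 1.05 and 1.52 for bta-miR-200c. The first was no longer past the thresholds without donor cow 2 or recipient cow 3, and the second without donor cow 2 or recipient cow 1. DESeq2 with its defaults called neither. Both belong to the epithelial list, whose 5 members were all higher in donors, with a median log2 fold change of 1.02 (limma's fry p = 0.034, with 1 of the 10 splits in an exact permutation of the cows as small). The members were bta-miR-200a, bta-miR-200b, bta-miR-200c, bta-miR-141 and bta-miR-429. All 5 were highest in donor cow 2 after TMM normalization, so they cannot be counted as 5 independent results. Adjusted over the 3 lists the fry value was 0.10, and that of camera, which assumes a preset correlation, was 0.014, so the call does not hold under fry. One member, bta-miR-200b, is in Table 2. The split as small was the real one, and 10 splits cannot give a smaller share. The fry p was 0.066 with total counts in place of TMM and between 0.018 and 0.12 without 1 cow, highest without recipient cow 3. Reads of epithelial miRNAs may differ because the cows differ in embryo presence, superovulation, insemination or the yield of the flush, and this design does not separate these. With all cows included, the leukocyte list (fry p = 0.63, as small in 7 of the 10 splits of the exact permutation) and the erythrocyte list (fry p = 0.80, as small in 9 of 10) did not differ between donors and recipients.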

How the results depend on the processing

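The direction of bta-miR-184 was the same under every alternative run, with a log2 fold change from 4.52 to 5.26, or from 4.41 to 5.43 in the fits of DESeq2 with its defaults without 1 cow, and its adjusted p stayed under 0.05 except in the exact test after the DESeq package (log2 fold change 4.93, p = 0.015, adjusted p = 1), which called 3 miRNAs in all, 3 of them in Table 2, and 0 after adjustment. In the simulated counts that test called fewer changed miRNAs than the others and made fewer wrong calls.

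The number of miRNAs past both thresholds, 74, and the 44 miRNAs of Table 2 among them depended on the filter, partly because fewer miRNAs were tested. The minimum of 10 reads in 3 libraries gave 12 and 5, filterByExpr gave 14 (10 higher and 4 lower in donors) and 6, and known miRNAs alone gave 36 (28 higher and 8 lower) and 16. Each of these 3 settings left 1 miRNA with an adjusted p under 0.05, as did both DESeq2 settings and the bias-adjusted test, against 2 in edgeR's test; without robust estimation there were 4. The cause of the last difference was not tested. Leaving out 1 cow gave from 31 to 67 miRNAs, from 13 to 40 of Table 2, and from 1 to 4 with an adjusted p under 0.05. Without recipient cow 2 there were 26 higher and 12 lower, against 25 and 49. Scaling moved the median log2 fold change of all miRNAs from -0.01 to 0.12 with DESeq2's size factors, and neither DESeq2's size factors nor TMMwsp factors nor total counts moved the share of higher calls by over 10 percentage points. Counts of 12 and 14 rest on the 289 and 261 miRNAs with enough reads, and most of Table 2 falls outside them.

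The 3 larger libraries (donor cow 1, recipient cows 1 and 3) against the 3 smaller gave 110 miRNAs and 19 after adjustment, more than donors against recipients. With library size class as a term, a setting chosen after the data were seen, donors against recipients gave 39 miRNAs, 18 of Table 2 and 3 after adjustment. As many miRNAs as in the real comparison passed the thresholds in 5 of the 10 splits of the 6 cows, as many after adjustment in 6 of 10, and as many by DESeq2 with its defaults in 8 of 10. Repeated without each cow, a check also chosen after the data were seen, DESeq2 with its defaults called from 18 to 49 miRNAs of Table 2. After adjustment it gave 33 miRNAs without recipient cow 3 and 4 without donor cow 2, against 1 with all cows and 1 in each of the other fits. The cause was not tested.

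The paper calls the recipients matched controls, chosen for similar age and weight, and its text does not name pairs. Deviations of same-numbered cows correlated at 0.14, -0.06 and -0.28 across 297 miRNAs, and those of other pairs between -0.25 and 0.26. These correlations show no deviation shared by same-numbered cows, but they cannot rule out a pairing by age and weight. With the replicate number as a block, 17 miRNAs passed, 7 of them in Table 2, against 74 and 44 without it. The epithelial fry p with the block was 0.071.

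Of 77 single miRNAs followed over 20 fits, 15 changed direction at least once. These include 9 downregulated miRNAs of Table 2 without recipient cow 2, which holds most of their reads. bta-let-7b, negative with all cows, was 0.070 with TMMwsp factors and lay between -0.93 and 1.11 across the 6 fits without 1 cow, highest without recipient cow 2. Across those fits bta-miR-451 lay between -1.81 and 1.18, bta-miR-144 between -1.48 and 0.60, bta-miR-486 between -0.78 and 0.11, bta-miR-223 between -0.82 and 0.63 and bta-miR-142-5p between -3.83 and 2.53. bta-miR-223 was 0.037 with the block. With the library size term, bta-miR-451, bta-miR-144 and bta-miR-223 were 0.13, 0.21 and 0.51. None of these was past the adjusted threshold, and their causes were not tested. Over the 20 fits there were 276 cases of a miRNA no longer past the unadjusted threshold and 56 of one newly past it.

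The 895 detected miRNAs became 540 with at least 10 reads in 1 library and 382 with reads in all 3 cows of a group, by construction. The difference in miRNAs detected per library, 31.3, lay between -31.8 (without donor cow 1) and 107 (without donor cow 3) across the fits without 1 cow, and was -19.8 without recipient cow 2. That in the share of reads on predicted miRNAs, -0.16 percentage points, lay between -0.51 and 0.20 across these fits, above 0 without donor cow 1 and without recipient cow 2. The difference in the share of the 10 most abundant miRNAs was -3.22 percentage points. It lay between -4.93 (without recipient cow 3) and -1.51 (without recipient cow 2). With the 10 highest miRNAs of each library it was -1.84 (two-sided exact permutation test, p = 0.7). The epithelial fry p was 0.066 with total counts and between 0.018 and 0.12 without 1 cow. The direction that fry gives for the erythrocyte list turned upward without donor cow 2, donor cow 3 or recipient cow 3, with fry values from 0.45 to 1.00 across the fits without 1 cow, while the list's median log2 fold change rose above 0 only without recipient cow 3. For the leukocyte list the fry p lay between 0.13 and 0.94 across these fits. Its median log2 fold change, 0.22 with all cows, lay between -0.20 (without recipient cow 2) and 1.71 (without recipient cow 3). In the latter fit all 4 leukocyte members were higher in donors, against 2 with all cows.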

Differences from the paper's values

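The paper reports 1 miRNA with an adjusted p under 0.05, and edgeR's quasi-likelihood test gave 2, bta-miR-184 and novel558_mature. Among the alternatives set before the data were examined, both DESeq2 settings, the minimum of 10 reads in 3 libraries, filterByExpr, known miRNAs only, and the fits without donor cow 1, donor cow 3 or recipient cow 2 gave 1. DESeq2's size factors gave 3 (novel449_mature besides these). TMMwsp factors gave the same 2, while beside bta-miR-184 the second was novel34_mature with total counts and novel234_mature with the replicate block; these 3 predicted miRNAs are named after their values were seen. Further, no robust estimation gave 4, the exact test after the DESeq package gave 0 (3 with an unadjusted p under 0.05), and the fits without donor cow 2, recipient cow 1 and recipient cow 3 gave 3, 4 and 3. The bias-adjusted test and DESeq2 with its defaults without donor cow 1, donor cow 3, recipient cow 1 or recipient cow 2, chosen after the values were seen, also gave 1.

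The paper's numbers of 60 miRNAs, 22 upregulated and 38 downregulated, were reached by DESeq2 with its defaults, which called all 60 miRNAs of Table 2 and no other. The largest difference between its log2 fold changes and those of Table 2 was 0.0011. DESeq2 on all miRNAs also called all 60 of Table 2, among 65. edgeR's test did not call 16 of the 60. The methods name the DESeq package.

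The paper describes all 895 miRNAs as differentially expressed between the groups, and 895 is the number of miRNAs with at least 1 read in any library. Of the paper's top 10 miRNAs, 8 were among the 10 called miRNAs with the largest absolute log2 fold change in edgeR's test, where novel34_mature and bta-miR-2285bc took the places of novel190_mature and novel170_mature.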

Other observations

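The tests in this part were chosen after the patterns had been seen.

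Recipient cow 2 carries most reads of the downregulated miRNAs of Table 2. A scaling up of its small library is argued against by the raw reads, which were highest in this cow for 36 of the 38. A composition factor is argued against as the whole cause by its size. Relative to total reads, with no such factor, the median log2 ratio of recipient cow 2 to the mean of recipient cows 1 and 3 was 2.41 for the 38, against 2.68 with TMM factors. A GC content bias of this library that acts on all miRNAs alike is argued against as the whole cause by the known miRNAs with a GC content of 60% or more. Their median log2 ratio, with TMM factors, was -0.47 (95% bootstrap interval -0.85 to -0.14, 38 miRNAs), while it was 2.68 for the downregulated miRNAs, whose median GC content was 66.7%. A GC content bias that acts on the short predicted sequences stays open. Predicted miRNAs outside Table 2 with a GC content of 60% or more had a median log2 ratio of 1.14 (95% bootstrap interval 0.26 to 2.02, 83 miRNAs), against -0.66 (-0.92 to -0.14, 41 miRNAs) for those with less, and RNA of another source with a high GC content would give the same. RNA of bacteria stays open. Only 1 of the 38 sequences shared at least 14 nt with conserved sites of bacterial 16S rRNA, and other bacterial RNA was not compared. A difference between donor and recipient cows also stays open. In 10 of the 38, recipient cows 1 and 3 both lay above every donor, but most of these miRNAs are near the limit of detection there. At least 20 reads in recipient cow 2 and at most 2 in each other cow were found for 26 miRNAs, 24 of them predicted and 23 of them in Table 2, against at most 4 such miRNAs in any other library.

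One downregulated miRNA, novel142_mature, with 25, 65 and 20 reads in recipients and 2, 3 and 2 in donors, may be a fragment of bacterial 16S rRNA. It shares 18 nt with a conserved site of that RNA, where the longest stretch in 10000 shuffled sequences was 13 nt. One other predicted miRNA, novel98_mature, shares 16 nt with such a site and had 5 and 8 reads in donor cows 1 and 2 and none elsewhere. Both were singled out after their values were seen, and whether bacteria differed between the cows was not tested.

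A larger share of epithelial miRNAs in donors is argued against as the whole cause of the higher bta-miR-184. Relative to the summed epithelial list, its log2 ratio was still 3.84 higher in donors, and every donor lay above every recipient (two-sided exact permutation test, p = 0.1, the smallest possible). The design confounds embryo presence with superovulation and insemination, which were given to donors only, and this was not tested.

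Muscle miRNAs were high in donor cow 1 and recipient cow 3. bta-miR-1 reached 35004 and 98402 CPM there, against 2973 to 7728 in the other 4 cows. Blood in the flushing fluid was the only explanation compared, and it stays open. The muscle list summed to 38074 CPM in donor cow 1 and 107133 CPM in recipient cow 3, above the erythrocyte list in both. Blood as the only source would therefore have to carry more reads of the muscle list than of the erythrocyte list. The muscle list was written after these values were seen and the erythrocyte list before, and all 5 members of the muscle list had reads in all 6 cows. The erythrocyte list was highest in the same 2 cows, a match that chance gives for 1 of 15 pairs of cows, so it cannot be told apart from chance with 6 cows. Not all blood miRNAs gave this order. bta-miR-486 was highest in these 2 cows relative to total reads, but in recipient cow 2 after TMM normalization, and the leukocyte list was highest in donor cow 2 (996 CPM, against 808 in donor cow 1 and 787 in recipient cow 3). The erythrocyte list summed to 8505 and 13379 CPM in donor cow 1 and recipient cow 3, against at most 3339 in the others. Beyond blood, no explanation for this pattern was tested. Recipient cow 2 also had 3740 reads of bta-miR-122, which is 11826 CPM, against 384 to 1551 in the other cows.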
